# MLL-AF4 binds directly to a BCL-2 specific enhancer and modulates H3K27 acetylation

**DOI:** 10.1016/j.exphem.2016.11.003

**Published:** 2017-03

**Authors:** Laura Godfrey, Jon Kerry, Ross Thorne, Emmanouela Repapi, James O.J. Davies, Marta Tapia, Erica Ballabio, Jim R. Hughes, Huimin Geng, Marina Konopleva, Thomas A. Milne

## Abstract

Survival rates for children and adults carrying mutations in the *Mixed Lineage Leukemia* (*MLL*) gene continue to have a very poor prognosis. The most common *MLL* mutation in acute lymphoblastic leukemia is the t(4;11)(q21;q23) chromosome translocation that fuses *MLL* in-frame with the *AF4* gene producing MLL-AF4 and AF4-MLL fusion proteins. Previously, we found that MLL-AF4 binds to the *BCL-2* gene and directly activates it through DOT1L recruitment and increased H3K79me2/3 levels. In the study described here, we performed a detailed analysis of MLL-AF4 regulation of the entire BCL-2 family. By measuring nascent RNA production in MLL-AF4 knockdowns, we found that of all the BCL-2 family genes, MLL-AF4 directly controls the active transcription of both *BCL-2* and *MCL-1* and also represses *BIM* via binding of the polycomb group repressor 1 (PRC1) complex component CBX8. We further analyzed MLL-AF4 activation of the *BCL-2* gene using Capture-C and identified a *BCL-2*-specific enhancer, consisting of two clusters of H3K27Ac at the 3′ end of the gene. Loss of MLL-AF4 activity results in a reduction of H3K79me3 levels in the gene body and H3K27Ac levels at the 3′ *BCL-2* enhancer, revealing a novel regulatory link between these two histone marks and MLL-AF4-mediated activation of *BCL-2.*

## Highlights

• Mixed lineage leukemia (MLL)-AF4 directly controls the active transcription of both *BCL-2* and *MCL-1.*
• MLL-AF4 represses *BIM* via recruitment of the polycomb group repressor 1 member CBX8.
• Capture-C and chromatin immunoprecipitation sequencing are used to identify a *BCL-2*-specific enhancer.
• The *BCL-2* enhancer consists of two clusters of H3K27Ac at the 3′ end of the gene.
• MLL-AF4 controls H3K79me3 in the *BCL-2* gene body and H3K27Ac at the enhancer.

Survival rates for children diagnosed with acute lymphoblastic leukemia (ALL) have drastically improved and, in some cases, are now approaching 90% 1, 2. However, even with this progress, adults with ALL still have a very poor prognosis [3], and childhood ALL cases that relapse often exhibit drug resistance and remain difficult to treat [4]. In addition, specific subgroups of ALL patients, especially those carrying rearrangements of the *mixed lineage leukemia* (*MLL*) gene 5, 6, still have very poor survival outcomes [5]. Even with the advent of novel therapeutic approaches such as CAR T-cell therapy, *MLL* ALLs often rapidly relapse as acute myeloid leukemia (AML) [7], and thus, treatment of *MLL* ALL patients remains an unmet need.

The most common *MLL* rearrangement (MLLr) in ALL is the t(4;11)(q21;q23) chromosome translocation that fuses *MLL* in-frame with the *AF4* gene, producing MLL-AF4 and AF4-MLL fusion proteins [8]. The role of AF4-MLL in leukemogenesis is controversial, as AF4-MLL has transformation capabilities [9], but is expressed in only 50% to 80% of patients 10, 11 and thus may not be necessary for leukemic maintenance. MLL-AF4, however, is essential for leukemic maintenance [12] and this, combined with the fact that t(4;11) leukemias have very few cooperating mutations [10], suggests that a detailed understanding of the function of MLL-AF4 may aid in the design of targeted therapies.

The MLL-AF4 fusion protein binds to gene targets and is proposed to cause inappropriate gene activation through multiple transcription elongation and epigenetic mechanisms 13, 14, 15, 16. We recently reported that MLL-AF4 activates important gene targets such as *RUNX1*, *HOXA9*, and *BCL-2* 17, 18, mainly through recruitment of the disruptor of telomeric silencing 1-like (DOT1L) protein (the only known histone 3 lysine 79 methylation methyltransferase [19]) and increased H3K79me2/3 levels [18]. Past work has suggested that MLL-AF4 leukemias are particularly sensitive to loss of BCL-2 activity [20], and we were able to extend this observation by illustrating that BCL-2 is a key therapeutic target in MLL-AF4 leukemias [18].

BCL-2 is part of a family of proteins that controls apoptosis, and perturbed expression of BCL-2 family members is associated with tumorigenesis and resistance to cancer treatments 21, 22, 23. The BCL-2 family is divided into antiapoptotic factors (e.g., BCL-2, MCL-1, BCL-XL, BCL-w, BCL2-A1), pore-forming proapoptotic factors (BAX and BAK), and BH3-only proteins (e.g., BIM, BID, and BAD). Recent work suggests that the primary role of the BH3-only proteins is to sequester the antiapoptotic factors (e.g., BCL-2), allowing the initiation of mitochondrial outer membrane permeabilization (MOMP), the first irreversible step of apoptosis [24]. Therefore, maintaining normal cellular homeostasis requires maintenance of a precise balance between antiapoptotic and BH3-only protein levels for the control of cell survival. The MLL-AF4 protein disrupts this balance by directly binding to the *BCL-2* gene 17, 18, 25, 26, causing increased gene expression and elevated BCL-2 protein levels [18].

ABT-199 (also known as venetoclax) is a highly specific BH3 mimetic that can preferentially target BCL-2 activity [27]. In ALL, MLL-AF4 leukemias are distinctly sensitive to treatment with venetoclax alone 18, 28. However, even among MLLr samples, a subset either is resistant to venetoclax [28] or relapses after an early initial response [18]. Resistance to BH3 mimetic monotherapy usually occurs via upregulation of alternative antiapoptotic factors such as MCL-1 and BCL-XL 29, 30, 31, 32, 33. Notably, high-level *MCL-1* gene expression is also known to be associated with resistance to treatment in MLLr samples [34]. We found that the venetoclax treatment strongly synergized with standard chemotherapeutic agents, likely in part because of the treatment-induced reduction of MCL-1 and BCL-XL protein levels [18]. More interestingly, we also found that venetoclax treatment synergized with DOT1L inhibitors (also confirmed in a more recent study [35]), although it is unclear if the mechanism of synergy is through downregulation of other BCL-2 family proteins. In our past work, other *BCL-2* family genes such as *MCL-1*, *BIM*, *BAX*, and *BCL-XL* did not appear to be regulated by MLL-AF4 or DOT1L [18], but admittedly this could have been due to the sensitivity of the assays used for the analysis.

To more carefully analyze MLL-AF4- and DOT1L-mediated regulation of *BCL-2* family genes, here we use nascent RNA sequencing (RNA-seq) coupled with MLL-AF4 siRNA knockdowns and DOT1L inhibitor treatments to illustrate that MLL-AF4 directly activates both *BCL-2* and *MCL-1*. Interestingly, we also find that MLL-AF4 represses the *BIM* gene through the polycomb group repressor 1 (PRC1) component CBX8, although this has little overall effect on BIM protein levels. We further analyze MLL-AF4 activation of the *BCL-2* gene using Capture-C and identify a *BCL-2* enhancer. Loss of MLL-AF4 results in a concurrent reduction of H3K27Ac at the enhancer as well as H3K79me3 in the gene body, revealing a novel interplay between these two histone marks in MLL-AF4-mediated activation of *BCL-2*.

## Methods

### Cell lines and cultures

SEM cells [36] were purchased from DSMZ (www.cell-lines.de) and cultured in Iscove's modified Dulbecco's medium (IMDM) supplemented with 10% fetal calf serum. For treatment studies, SEM cells were treated with the DOT1L inhibitor EPZ5676 (Epizyme) for 7 days, with medium and inhibitor changes on days 0, 3, and 6. SEM cells were seeded at a concentration of 0.3 × 10^6^ cell/mL on days 0 and 3 and at a concentration of 0.7 × 10^6^ cell/mL on day 6 prior to harvesting on day 7.

### RNAi assays

MLL-AF4 siRNA was performed as described [18], and sequences were obtained from Thomas et al. [12].

### Reverse transcription polymerase chain reaction

Reverse transcription polymerase chain reaction (RT-PCR) SYBR green primers and Taqman primer/probe sets are as previously described 17, 18 except for the following SYBR green primer sets used in this study:

β2M forward: TGCTGTCTCCATGTTTGATGTATCT
β2M reverse: TCTCTGCTCCCCACCTCTAAGT
YWHAZ forward: ACTTTTGGTACATTGTGGCTTCAA
YWHAZ reverse: CCGCCAGGACAAACCAGTAT
BCL-2 (no2) forward: GTGGATGACTGAGTACCTGAAC
BCL-2 (no2) reverse: GAGACAGCCAGGAGAAATCAA
MCL1 (no2) forward: TGCTTCGGAAACTGGACATC
MCL1 (no2) reverse: GTTACGCCGTCGCTGAAA
MCL1 (no3) forward: AAACGGGACTGGCTAGTTAAA
MCL1 (no3) reverse: CATTCCTGATGCCACCTTCTA
MCL1 (no4) forward: GCATCGAACCATTAGCAGAAAG
MCL1 (no4) reverse: CTCTACATGGAAGAACTCCACAA

### Patient microarray gene expression data

We analyzed a microarray gene expression data set from a St. Jude ALL cohort [37] (*n* = 154) that includes these patient subsets: 18 BCR-ABL1, 8 E2A-PBX1, 15 MLLr, 24 TEL-AML1, 26 hyperdiploid, 11 CRLF2, 11 ERG, and 7 other.

### Western blot analysis

Western blot analysis was performed as previously described [18].

### Chromatin immunoprecipitation assays and -seq

Chromatin immunoprecipitation (ChIP) and ChIP-seq experiments were performed as previously described 17, 18, 38, and BCL family and control gene primer sequences are as previously described [18].

### Antibodies

All antibodies used for Western blot, ChIP and ChIP-seq are as previously described [18] except for P300 (Bethyl, A300-358A, lot 3), E2A (Cell Signaling 12258, lot 1), PBX1/2/3 (Santa Cruz, sc888 lot J0212), cleaved PARP (Cell Signaling 5625), and β-TrCP (Cell Signaling 11984).

### Nascent RNA-seq

Cells (10^8^) were treated with 500 μmol/L 4-thiouridine (4-SU) for 1 hour. Cells were lysed using trizol, and RNA was precipitated with ethanol. 4-SU-Incorporated RNA was biotinylated by labeling with 1 mg/mL Biotin-HPDP for 90 min at room temperature. Following chloroform extraction, labeled RNA was separated using magnetic streptavidin beads. Beads were washed using a magnetic μMACS stand before RNA was eluted in two rounds of elution with 100 μL 100 mmol/L dithiothreitol. RNA was purified using a Qiagen RNeasy MinElute kit. Samples were sequenced on a NextSeq 500 using a high 75 v2 sequencing kit. Nascent RNA-seq experiments were carried out in triplicate.

### Next-Generation Capture-C

Next-generation Capture-C was performed as previously described [39]. A biotinylated DNA oligonucleotide was designed for the promoter of the *BCL2* gene (Integrated DNA Technologies) with the following sequence (5′ to 3′):

Biotin-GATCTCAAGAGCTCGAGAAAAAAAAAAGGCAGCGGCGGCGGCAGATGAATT
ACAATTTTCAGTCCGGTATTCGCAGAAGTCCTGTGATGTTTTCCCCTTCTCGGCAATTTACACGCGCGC

SEM cells (2 × 10^7^) were used in the assay to generate a standard 3C library. Very briefly, the cells were fixed with 2% formaldehyde for 10 min coupled with *Dpn*II digestion and sonication of fragments to 200 bp (see Davies et al. [39] for more details). The biotinylated probe was hybridized to the 3C library (see Davies et al. [39]) for 72 hours, and streptavidin beads (Invitrogen) were used to enrich for fragments hybridized to the BCL-2 promoter oligo. A double-capture step approach was taken, also described in Davies et al. [39]. DNA libraries were prepared using the NEBNext DNA library kit according to the manufacturer's instructions (New England BioLabs, E6040, E7335, and E7500). Libraries were sequenced using the Illumina MiSeq platform with 150-bp paired-end reads. Capture-C analysis was performed using an in-house pipeline to analyze purified BCL-2 promoter fragments for the presence of additional interacting sequences.

### Gene expression analysis

Following quality control (QC) analysis with the fastQC package (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), reads were aligned using STAR [40] against the human genome assembly (NCBI build36 [hg18] UCSC transcripts). Reads that were identified as PCR duplicates using Samtools [41] were discarded. Gene expression levels were quantified as read counts using the featureCounts function [42] from the Subread package [42] with default parameters. The read counts were used for the identification of global differential gene expression between specified populations using the edgeR package [43]. RPKM values were also generated using the edgeR package. Genes were considered differentially expressed between populations if they had an adjusted *p* value (FDR) < 0.05.

### NanoString

NanoString experiments (NanoString Technologies) were performed using nascent RNA samples and a custom-designed array according to the recommendations of the manufacturer. The data were analyzed using NanoStriDE software [44].

### Gene Expression Omnibus accession numbers for ChIP-seq and RNA-seq data

The Gene Expression Omnibus (GEO) accession number for the data discussed in this article is GSE85988 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85988).

## Results

### MLL-AF4 activates transcription of *BCL-2* and *MCL1*

A survey of MLL-AF4 ChIP-seq data 17, 18, 25, 26 revealed that only *BCL-2* and *MCL-1* were bound by MLL-AF4 in three data sets (although binding at *BIM* and *NOXA* was detected in at least two of these) (Fig. 1A). Because BIM protein levels are significantly increased in MLL-AF4 leukemias [18], we wanted to determine if lack of MLL-AF4 binding to *BIM* in the Wilkinson/Geng data set 17, 26 (an RS4;11 MLL-AF4 ALL cell line) was simply due to sensitivity of the ChIP-seq experiment. Using ChIP Q-PCR as a validation approach, we were able to detect a low level of MLL-AF4 signal at *BIM* in the RS4;11 cell line (Fig. 1B), thus indicating that in addition to *BCL-2* and *MCL-1*, *BIM* is a direct target of MLL-AF4 binding.

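Nascent RNA-seq compared SEM cells, a leukemia cell line that carries the MLL-AF4 fusion, after treatment with 300 pmol of MLL-AF4 siRNA or of control siRNA, with 3 libraries in each group. New transcripts were labelled with 4-thiouridine, a uridine analogue through which freshly made RNA can be purified, at 500 μmol/L for 1 hour. The paper describes the knockdowns as independent and the libraries as biological replicates (Fig. 1D). The authors aligned the reads to hg18 with STAR, discarded PCR duplicates, counted reads per gene with featureCounts and calculated RPKM, which Fig. 1D calls FPKM, with edgeR. The values list genes by symbol, without coordinates. The authors' counts were not used here, but whole reads could be recovered from the steps between RPKM values. Summed over the listed genes, they came to 14599343 to 16281698 reads per control siRNA library (median 15371741) and 15635186 to 16203913 per MLL-AF4 siRNA library (median 16095521), and the paper's text states no depth. The 12081 genes with a mean of at least 1 RPKM over the 6 libraries were compared on the scale log2(RPKM + 0.1) with limma, with a trend of the variance on the mean. A gene passed the test at a Benjamini-Hochberg adjusted p under 0.05, the threshold the paper also states for its edgeR test on counts.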

To explore MLL-AF4 regulation of BCL-2 family members further, we employed a highly sensitive assay for gene transcription by purifying nascent RNA transcripts coupled with next-generation sequencing (nascent RNA-seq). Although steady-state RNA levels are dependent on both RNA stability and transcription, nascent RNA production is reflective of transcription rate alone, allowing for a more sensitive measure of gene regulation. 

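RUNX1, which encodes a transcription factor and is a canonical MLL-AF4 target, fell from 247 ± 6.08 RPKM (SD, n = 3) with control siRNA to 150 ± 4.43 RPKM (SD, n = 3) with MLL-AF4 siRNA. BCL2, the gene of the antiapoptotic protein BCL-2, fell from 115 ± 2.15 to 89.3 ± 9.15 RPKM, and MCL1, the gene of the antiapoptotic protein MCL-1, fell from 159 ± 3.74 to 135 ± 3.25 RPKM (SD, n = 3 in each group). BCL2L1, which encodes BCL-XL, had 22.4 ± 1.95 RPKM with control siRNA and 24.5 ± 1.27 RPKM with MLL-AF4 siRNA. BCL2L2, which encodes BCL-W, had 11.4 ± 0.701 and 11.9 ± 0.312 RPKM. The log2 fold change of RUNX1 was −0.72 (standard error 0.043, adjusted p = 1.4e-05 from limma). It was −0.37 for BCL2 (standard error 0.068, adjusted p = 0.0038) and −0.23 for MCL1 (standard error 0.042, adjusted p = 0.0031) in the same limma fit. BCL2L1 and BCL2L2 did not pass the test, with log2 fold changes of 0.13 (95% interval −0.03 to 0.29, adjusted p = 0.19 from limma) and 0.06 (95% interval −0.09 to 0.20, adjusted p = 0.53). With quantile normalization of the libraries the log2 fold change of MCL1 was −0.07 and no longer passed (adjusted p = 0.19 from limma, within a range of 0.00049 to 0.19 over 19 alternative settings). With RPKM rescaled to a common sum per library (TPM), BCL2L1 was higher with MLL-AF4 siRNA (log2 fold change 0.22, adjusted p = 0.030 from limma, within a range of 0.030 to 0.46).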

Using three independent MLL-AF4 siRNA knockdowns (Fig. 1C), we observed a reduction in transcription of the canonical MLL-AF4 target *RUNX1* and statistically significant but smaller reductions in *BCL-2* and *MCL-1* transcription, but not *BCL-XL* or *BCL-W* (Fig. 1D, E).

Using RT-PCR, we previously found that *MCL-1* RNA levels were unaffected by MLL-AF4 knockdowns [18]. To increase the robustness of this result, we performed Q-RT-PCR for *MCL-1* and other factors in up to 13 independent MLL-AF4 siRNA replicates using several independent primer sets (Fig. 1F). Similar to what we observed previously, MLL-AF4 knockdowns have a significant effect on *RUNX1* and *BCL-2* steady-state RNA levels, but no change in steady-state RNA was observed for *BCL-XL*. Four independent *MCL-1* primer sets exhibited a trend of reduced steady-state RNA levels, but the downregulation was not as significant as that observed with *BCL-2* (Fig. 1F).

MLL-AF4 siRNA treatment also increases PARP1 cleavage (a mark of apoptosis) and reduces both RUNX1 and BCL-2 protein levels (Fig. 1G), but surprisingly also reduces BCL-XL and has a strong effect on MCL-1 protein levels (Fig. 1G) despite the relatively minor effect on MCL-1 steady-state RNA (Fig. 1F). MCL-1 is also significantly regulated at the protein level [45], and βTrcP is an F-box–containing protein that can target MCL-1 for degradation [46]. βTrcP is not upregulated in MLL-AF4 knockdowns (Fig. 1G), but it remains possible that MLL-AF4 siRNA treatment somehow stimulates MCL-1 and perhaps BCL-XL protein degradation pathways in other ways. Combined with the ChIP-seq data, these results indicate that only *BCL-2* and *MCL-1* are direct transcriptional targets of MLL-AF4-mediated activation; however, MLL-AF4 may also possibly affect protein degradation pathways in the cell.

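Of 23 genes of the BCL-2 family, 17 were expressed highly enough to be tested after MLL-AF4 siRNA. BCL2 and MCL1 were the 2 that fell, 7 rose and 8 did not pass the test, and with p values adjusted over the list alone 7 were higher and 3 lower, the third being BBC3. BMF, a BH3-only gene whose protein antagonizes the antiapoptotic members, rose most, from 76.9 ± 1.77 to 129 ± 3.76 RPKM (SD, n = 3), a log2 fold change of 0.74 (standard error 0.042, adjusted p = 1.0e-05 from limma). BCL2L13, a BCL2-like gene, rose from 16.0 ± 0.748 to 21.4 ± 0.805 RPKM (log2 fold change 0.41, adjusted p = 0.00074 from limma). Both pore-forming genes tested had values that did not pass, with a log2 fold change of 0.01 for BAX (adjusted p = 0.92 from limma) and 0.10 for BAK1 (adjusted p = 0.30). Neither of the 2 passed over their list alone (0 in limma at an unadjusted p under 0.05), while of 2 other BCL2-like genes 1 was higher (1 over the list alone). BBC3, which encodes PUMA, had a log2 fold change of −0.30 (adjusted p = 0.067 from limma). Its adjusted p over 19 alternative settings ran from 0.029 to 0.21, and it passed under 4 of them. As a group, the 4 tested antiapoptotic genes (2 lower, and 2 over the list alone) did not differ from all other genes by camera, limma's test of gene sets (adjusted p = 0.47). BCL2A1, BCL2L10, HRK, BCL2L14 and BOK are not among the listed genes, and BCL2L15 lay below the filter. The paper reasons from the reductions at BCL2 and MCL1, taken together with MLL-AF4 binding in ChIP-seq data, to its conclusion on the direct targets.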

### MLL-AF4 causes increased *BIM* repression through recruitment of the PRC1 component CBX8

Interestingly, loss of MLL-AF4 was associated with an increase in transcription of the proapoptotic *BIM* gene (Fig. 1D–F), although BIM protein levels are not obviously increased (Fig. 1G). 

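BCL2L11, the gene of the BH3-only protein BIM, rose from 40.4 ± 0.85 RPKM (SD, n = 3) with control siRNA to 49.6 ± 4.75 RPKM (SD, n = 3) with MLL-AF4 siRNA. Other BH3-only genes, whose proteins promote apoptosis, were higher too: BID rose from 35.2 ± 1.63 to 45.7 ± 1.06 RPKM, PMAIP1, which encodes NOXA, from 78.8 ± 1.82 to 91.3 ± 1.32 RPKM, and BNIP3L from 9.81 ± 0.241 to 12.8 ± 0.702 RPKM. Among the 9 tested BH3-only genes 6 rose, none fell and 3 did not pass the test (6 higher and 1 lower when adjusted over the list alone). The log2 fold change of BCL2L11 was 0.29 (standard error 0.066, adjusted p = 0.0095 from limma), that of BID 0.38 (adjusted p = 0.00060), that of PMAIP1 0.21 (adjusted p = 0.0043) and that of BNIP3L 0.38 (adjusted p = 0.0021). The group ranked above all other genes by camera (adjusted p = 0.0067, and adjusted p = 0.30 with an estimated correlation). CBX8, the gene of a subunit of polycomb repressive complex PRC1, fell from 14.3 ± 0.613 to 11.9 ± 0.664 RPKM (log2 fold change −0.27, adjusted p = 0.012 from limma). Of the 20 polycomb genes tested, 2 were higher (2 when adjusted over the list alone) and 3 were lower (3 over the list alone), and the set did not differ from other genes (adjusted p = 0.92 from camera in limma). The sixth BH3-only gene that passed, BNIP3, lost its call under 8 of 18 alternative settings (adjusted p from 0.016 to 0.14 from limma). CBX8 lost its own with TPM (log2 fold change −0.18) and without control siRNA replicate 3 (−0.23), over a range of adjusted p from 0.0086 to 0.056.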

MLL-FP activity at some gene targets has been found to be associated with the PRC1 protein CBX8 47, 48, a protein most commonly associated with gene repression. Strikingly, CBX8 displays robust binding to the *BIM* promoter, but not to any other of the *BCL-2* family genes studied (Fig. 2, bottom). Loss of MLL-AF4 binding at *BIM* was also associated with a loss of CBX8 binding (Fig. 2), whereas there was no change in CBX8 binding at a non-MLL-AF4-repressed gene target such as *HOXC8* (Fig. 2). This suggests that MLL-AF4 may cause repression of *BIM* transcription through recruitment of CBX8.

### DOT1L activity mirrors MLL-AF4 activity at *BCL-2* and *MCL-1*

Our past work has suggested that MLL-AF4 stabilizes binding of DOT1L to gene targets and increases H3K79me2/3 17, 18. In the BCL-2 family, the *MCL-1* and *BCL-2* genes display the highest levels of H3K79me2 (Fig. 3A). Consistent with the MLL-AF4 siRNA data, treatment with the DOT1L inhibitor EPZ5676 results in reduced *BCL-2*, *MCL-1*, and *RUNX1* transcription (Fig. 3B,C), as well as a less robust effect on steady-state RNA levels (Fig. 3D–G). 

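Nascent RNA-seq was also carried out on SEM cells treated for 7 days with 2 μmol/L EPZ5676, an inhibitor of the H3K79 methyltransferase DOT1L, or with DMSO, with 3 libraries in each group that the paper calls biological replicates (Fig. 3B). The deposited RPKM values, made by the same steps as those of the siRNA libraries, were normalized in a table of their own, so levels are compared within each experiment and not between the 2 tables. Recovered reads came to 6816917 to 7588627 per DMSO library (median 7477479) and 6385985 to 8012473 per EPZ5676 library (median 7930081), below the depth of every siRNA library. The filter of 1 RPKM left 12197 genes for the limma test.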

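With EPZ5676, BCL2 fell from 87.3 ± 4.32 RPKM (SD, n = 3) in DMSO to 66.2 ± 5.86 RPKM (SD, n = 3). MCL1 had 201 ± 10.6 RPKM in DMSO and 153 ± 21.4 RPKM with EPZ5676, and RUNX1 had 201 ± 1.57 and 160 ± 6.71 RPKM (SD, n = 3 in each group). HOXA9, a homeobox gene and canonical MLL target, fell from 25.7 ± 1.59 to 15.4 ± 2.15 RPKM. The log2 fold change of BCL2 was −0.40 (standard error 0.106, adjusted p = 0.031 from limma) and that of HOXA9 was −0.74 (standard error 0.127, adjusted p = 0.0041). MCL1 at −0.40 (standard error 0.128, adjusted p = 0.056 from limma) and RUNX1 at −0.33 (standard error 0.105, adjusted p = 0.057) did not pass the threshold. BCL2L1, for BCL-XL, and BCL2L2, for BCL-W, did not pass either, at −0.20 (adjusted p = 0.33 from limma) and −0.15 (adjusted p = 0.36). The call of BCL2 was lost under 9 of 19 alternative settings, among them quantile normalization, TPM and leaving out either of DMSO replicates 1 and 2 or EPZ5676 replicates 1 and 2, with adjusted p from 0.0079 to 0.17. MCL1 passed under 4 of the 19, with adjusted p from 0.011 to 0.45, and RUNX1 under 3, with adjusted p from 0.0094 to 0.99.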

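BCL2L11, the BIM gene, had 46.0 ± 0.731 RPKM (SD, n = 3) in DMSO and 49.2 ± 2.02 RPKM (SD, n = 3) with EPZ5676, a log2 fold change of 0.10 (95% interval −0.11 to 0.31, adjusted p = 0.50 from limma). Of 16 tested genes of the BCL-2 family, 1 rose, 2 fell and 13 did not pass the test with EPZ5676 (1 higher and 3 lower when adjusted over the list alone, the third being MCL1). BMF, a BH3-only gene, rose from 28.9 ± 3.13 to 81.2 ± 8.55 RPKM, a log2 fold change of 1.49 (standard error 0.120, adjusted p = 4.0e-05 from limma). BNIP3, a BH3-only gene of mitochondrial turnover, fell from 8.42 ± 0.458 to 4.71 ± 0.527 RPKM, a log2 fold change of −0.83 (standard error 0.144, adjusted p = 0.0045 from limma). By subgroup, 1 of 4 antiapoptotic genes fell (2 over the list alone), 1 BH3-only gene of 8 rose and 1 fell (1 and 1 over the list alone), and neither pore-forming gene and neither other BCL2-like gene passed (1 lower over the list alone in each). The antiapoptotic and BH3-only lists did not differ from other genes by camera in limma (adjusted p = 0.12 and 0.83). The log2 fold change of BCL2L11 with MLL-AF4 siRNA minus that with EPZ5676 was 0.20 (95% interval −0.02 to 0.42, adjusted p = 0.22 from limma over all 12 libraries). For BID it was 0.51 (adjusted p = 0.011 from limma), for BCL2L13 0.42 (adjusted p = 0.041), for BNIP3 1.12 (adjusted p = 0.00097) and for BMF −0.74 (adjusted p = 0.0027).

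**Figure D1:**
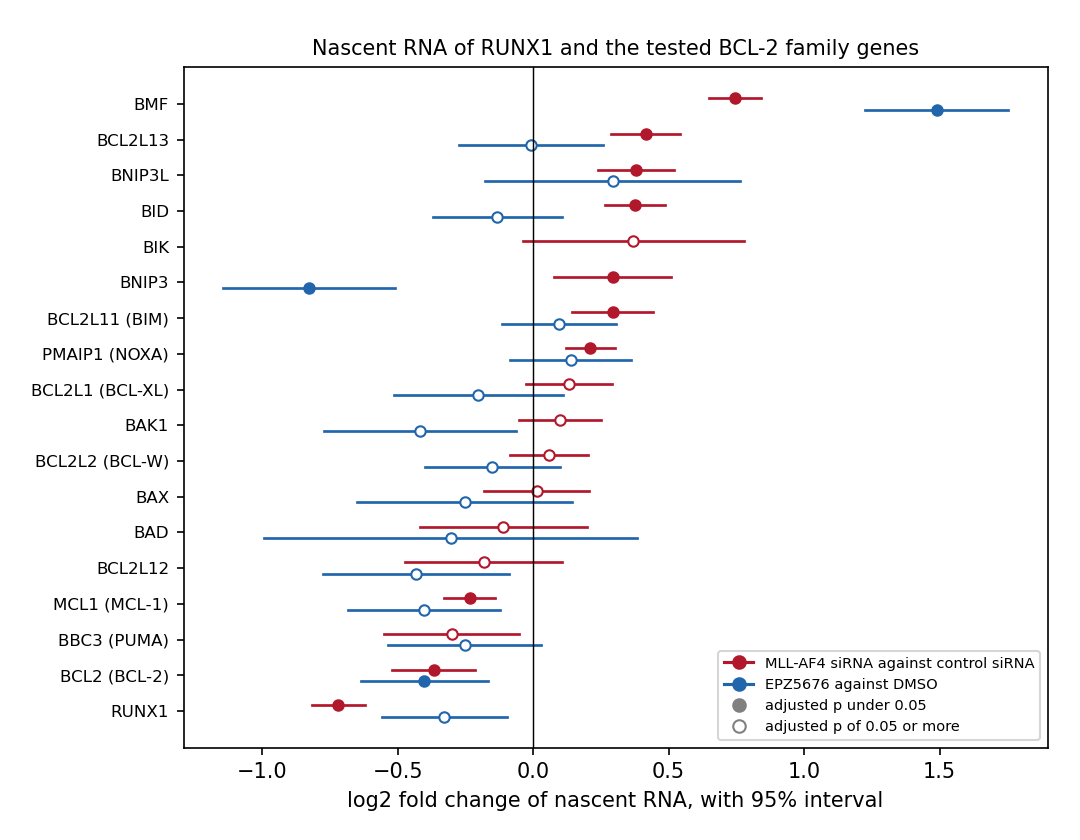
Log2 fold changes of nascent RNA for RUNX1 and the tested BCL-2 family genes, with MLL-AF4 siRNA against control siRNA and with EPZ5676 against DMSO, as points with 95% intervals from limma (n = 3 in each group). Filled points passed an adjusted p of 0.05, and BMF has the highest value in both comparisons.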

Interestingly, there is no effect on *BIM* expression following DOT1L inhibition, suggesting that upregulation of BIM is dependent on MLL-AF4-mediated CBX8 recruitment and is independent of H3K79me2 changes.

The relatively small changes in gene expression are contrasted with a strong reduction in RUNX1, BCL-2, and MCL-1 protein levels (Fig. 3H), similar to what was observed with MLL-AF4 siRNA treatment. This, combined with the observation that EPZ5676 treatment also causes an increase in PARP1 cleavage (Fig. 3H), suggests that MLL-AF4 and H3K79me2/3 both have a similar impact on cellular apoptotic pathways. Taken together, the data so far indicate that MLL-AF4 directly activates *MCL-1* and *BCL-2* through increased H3K79me2/3 levels.

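Genes that fell with MLL-AF4 siRNA fell with EPZ5676 more often than independent calls would give, and genes that rose were shared more often too. Of 11849 genes tested in both experiments, 379 were lower in both, where independent calls would give 152.4, and 411 were higher in both, where they would give 122.8 (Fisher's exact test, two-sided, p = 3.1e-77 and p = 5.6e-136). Opposite calls were fewer than that, with 32 genes higher with the siRNA and lower with the inhibitor and 69 the other way, against 138.1 and 135.5. Fisher's test takes genes as independent, which they are not. Fold changes also fell with mean expression level in both experiments (Spearman rho −0.19 with the siRNA and −0.39 with EPZ5676). How much of the overlap comes from that shared trend was not tested. PROM1 fell in both, by 2.65 on the log2 scale with EPZ5676, as did HMGA2, which encodes a chromatin protein (by 1.44 with either treatment), and the kinase gene PKDCC (by 1.53 with EPZ5676). CTTN, FCRLA and ARHGEF40 rose in both, by 2.33, 2.25 and 2.19 with EPZ5676. For BCL2 the log2 fold change with MLL-AF4 siRNA minus that with EPZ5676 was 0.03 (95% interval −0.22 to 0.29, adjusted p = 0.87 from limma) and for MCL1 it was 0.17 (95% interval −0.11 to 0.45, adjusted p = 0.42). For RUNX1 it was −0.39 (adjusted p = 0.019 from limma), a larger decrease with the siRNA. The fit over all 12 libraries used 1 variance per gene, though the 2 experiments differed in spread. Across genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.44 and a Spearman rho of 0.36. At an adjusted p under 0.01 the genes called in the same direction numbered 251. The paper sets the siRNA and inhibitor data beside MLL-AF4 binding, H3K79me2 levels, RT-PCR and Western blots. On the data so far it proposes direct activation of MCL-1 and BCL-2 by MLL-AF4 through H3K79 methylation.

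**Figure D2:**
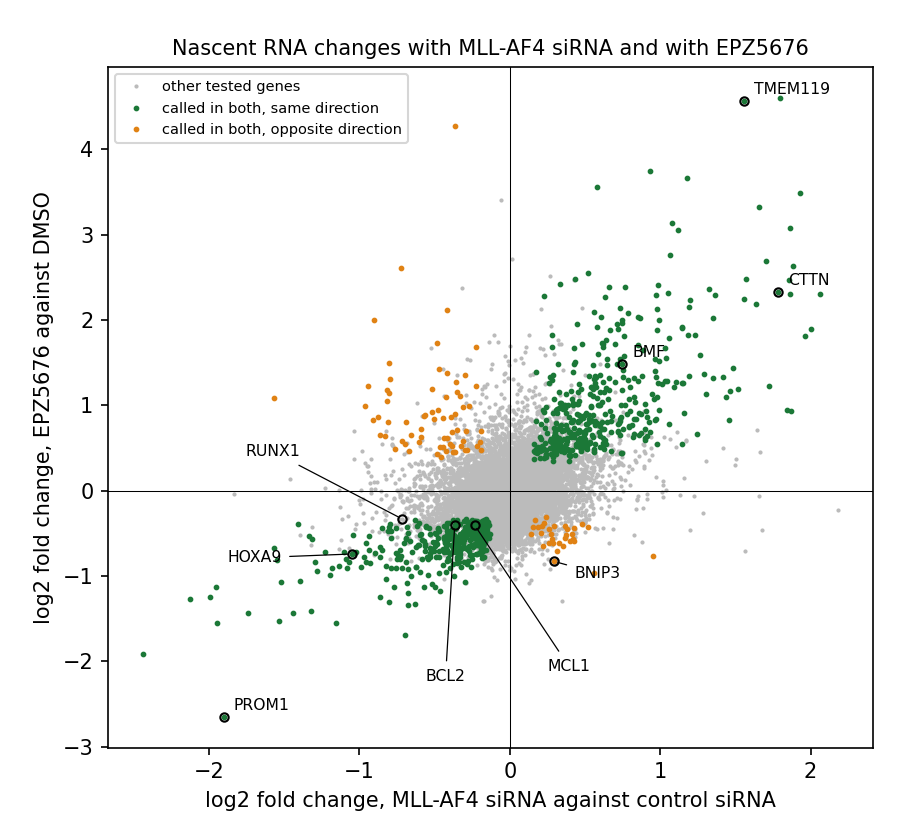
Log2 fold change with EPZ5676 against DMSO (y axis) by log2 fold change with MLL-AF4 siRNA against control siRNA (x axis) for 11849 genes, one point per gene. Green marks the genes called in the same direction in both comparisons and orange those called in opposite directions, and 9 genes are named, with PROM1 at the lower left and TMEM119 at the upper right.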

### *BCL-2* has an enhancer at the 3′ end of the gene

Patients with B-ALL with increased *BCL-2* gene expression at diagnosis have a significantly higher incidence of minimal residual disease (MRD+), a marker of relapse potential (Fig. 4A). Although *BCL-2* gene expression is upregulated in MLLr patients compared with normal pre-B cells [18], MLLr patients do not stand out as having significantly higher levels of *BCL-2* expression compared with other patient subtypes [18] (Fig. 4B). This indicates *BCL-2* overexpression is relatively common in leukemia, highlighting the importance of better understanding all aspects of *BCL-2* gene regulation.

Using a recently published chromosome conformation capture technique (Next-Generation Capture-C) that provides high-resolution enhancer–promoter interaction maps at single-locus resolution [39], we identified a tight cluster of interactions in SEM cells between the *BCL-2* promoter and other nearby sites (Fig. 4C, D). 

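Next-Generation Capture-C joins fragments that lie close together in the nucleus to a captured fragment, here at the BCL-2 promoter, and was performed on 1 library of SEM cells, without replicates or a control. The deposited values are whole reads per DpnII fragment of chromosome 18, for 1043 fragments with at least 1 read. They hold 1442 reads, with 1 to 12 per fragment and a single read at 839 of them, so windows are given with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only. The position of the captured fragment is not given. It was placed at the uncovered stretch from 60986119 to 60989804 on chromosome 18, which has 237 reads within 20 kb, against 124 for the next best stretch. The sample's label names hg18 as the build. The highest end among these coordinates, 77116461, lies beyond the end of chromosome 18 in hg18, so the build was not determined here. From Fig. 4D, the BCL2 gene runs from the promoter toward lower coordinates, called the gene side here. Within 10 kb of the captured fragment lay 175 reads, or 12.1% (10.5% to 13.9%), which were left out of the shares. Of the other 1267 reads, 710 lay 10 kb to 1 Mb away on the gene side, or 56.0% (53.3% to 58.8%), and 209 on the other side, or 16.5% (14.5% to 18.7%). The remaining 348 reads, or 27.5% (25.0% to 30.0%), lay farther away on the same chromosome.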

On comparison of our Capture-C data with CTCF ChIP-seq data (an ENCODE data set from K562 cells, ENCSR000DMA) that demarcates compartment boundaries, the major interaction site appears to be clustered at the 3′ end of *BCL-2* (Fig. 4C, D), thus marking a putative 3′ enhancer in MLL-AF4 leukemia cells.

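The stretch 170 to 230 kb from the captured promoter fragment on the gene side, which takes in the 3′ end of BCL2 and sequence beyond it as drawn in Fig. 5A, held 178 of 1267 reads, or 14.0% (12.2% to 16.1%). The same distances on the other side held 12 reads, or 0.947% (0.490% to 1.65%). On the gene side the adjoining stretch nearer the promoter, at 110 to 170 kb, held 58 reads, or 4.58% (3.49% to 5.88%), and the stretch beyond, at 230 to 290 kb, held 93 reads, or 7.34% (5.97% to 8.92%). Both intervals lie below that of the 170 to 230 kb stretch, but with fragments counted once each the interval of the farther one (5.29% to 8.49%) overlaps it (7.44% to 11.1%). The paper located the cluster at the 3′ end from this same library, so the stretch was not chosen independently of its reads. The intervals do not allow for that choice, and a higher share there is no separate evidence. In windows of 10 kb, the most-read window more than 100 kb away lay at 300 to 310 kb on the gene side, from 60677962 to 60687961, with 40 reads, or 3.16% (2.26% to 4.27%). The next 5 windows all lay between 170 and 230 kb, with 28 to 35 reads each, and their intervals overlap that of the first. The median window had 3 reads on the gene side and 1 on the other side. With windows of 5 kb the most-read one lay at 175 to 180 kb, with 25 reads, and with windows of 20 kb at 200 to 220 kb, with 63 reads. From this clustering, set beside CTCF ChIP-seq, the paper proposes an enhancer at the 3′ end of the gene.

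**Figure D3:**
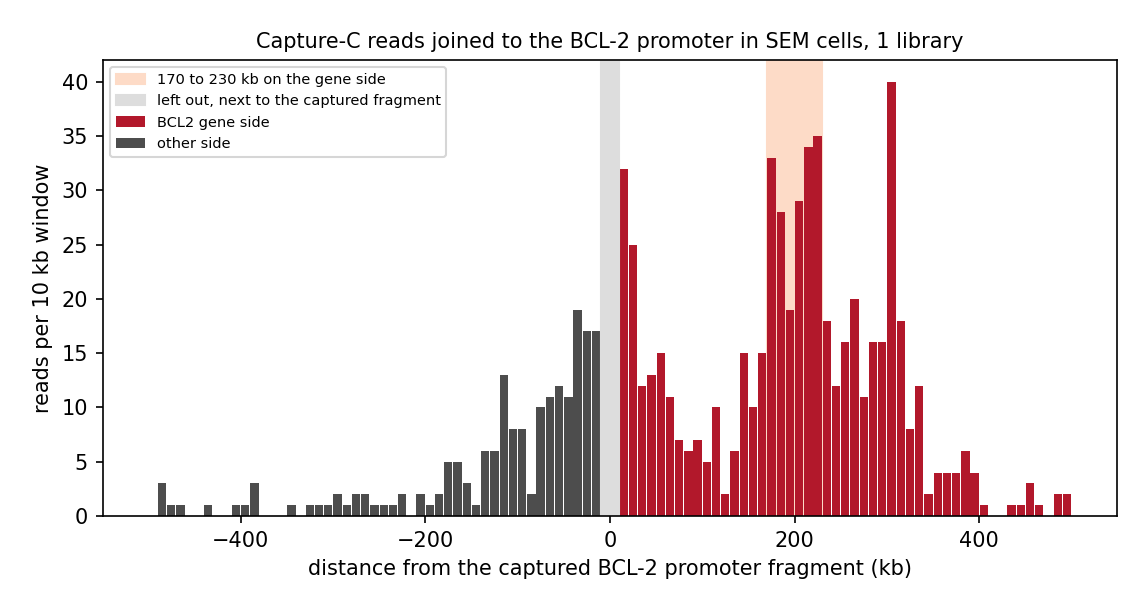
Capture-C reads per 10 kb window by distance in kb from the captured BCL-2 promoter fragment in 1 library, with positive distances on the side of the BCL2 gene. The shaded stretch at 170 to 230 kb holds 178 reads, and the tallest bar, at 300 to 310 kb, holds 40.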

Further supporting this observation, we observed two main clusters in the putative 3′ enhancer (*red boxes*, Fig. 5) that are marked by H3K27 acetylation (H3K27Ac, a mark commonly associated with enhancer activation), are regions of open chromatin (as demarcated by ATAC-seq signal), and are enriched for H3K4me1 rather than H3K4me3 (a common signature of enhancers). The enhancer is also bound by MLL-AF4, P300, and wild-type E2A and is marked by P300 in an E2A-PBX1 leukemia line (Fig. 5A, B).

### MLL-AF4 binding controls H3K27Ac levels at the *BCL-2* enhancer

Unlike other patient samples, leukemias containing the E2A-PBX1 fusion protein consistently exhibit *BCL-2* expression levels similar to those of normal pre-B cells and lower than those of MLL-r and other leukemias [18] (Fig. 6A). Because *BCL-2* expression in E2A-PBX1 leukemias is comparable to that in normal pre-B cells, we reasoned that this leukemia subtype may be a useful point of comparison with MLL-AF4 cells.

E2A-PBX1 functions by binding mainly to enhancers and intergenic regions [26] and recruiting the acetyltransferase CBP/P300, causing inappropriate activation of target genes [49]. E2A-PBX1 and MLL-AF4 patient samples are associated with DNA hypomethylation, both genomewide and at *BCL-2*, compared with normal pre-B cells [26] (Fig. 6B), and both MLL-AF4 and E2A-PBX1 are bound to the *BCL-2* enhancer along with P300 (Fig. 5A, B). Interestingly, in MLL-AF4 siRNA knockdown cells (the same cells as in Fig. 1F, G), we observed reduced H3K27Ac (Fig. 6C), as well as reduced H3K79me3 and DOT1L binding (Fig. 6D, E). Thus, MLL-AF4 may promote *BCL-2* gene expression by binding to the gene body and the enhancer and through a combined effect on both H3K79me3 and H3K27Ac levels.

## Discussion

Cells are dependent on BCL-2, BCL-XL, and/or MCL-1 for their survival in a cell type–specific manner 50, 51. ABT-199 (venetoclax) is a new BH3 mimetic that was developed to specifically target BCL-2 while sparing BCL-XL, hence avoiding thrombocytopenia 27, 52, 53, 54, 55. Venetoclax has been found to have high antileukemia activity in patients with chronic lymphocytic leukemia (CLL) [56] and has been reported to have preclinical activities in estrogen receptor–positive breast cancer, acute myeloid leukemia, early T-cell progenitor leukemia, and Myc-driven B-cell lymphomas 27, 52, 53, 54, 55. However, venetoclax is less effective than navitoclax (which targets both BCL-2 and BCL-XL) as a monotherapy in most ALL samples [28], with the notable exception of MLLr ALL leukemias 18, 28. The reasons that MLLr samples are particularly addicted to BCL-2 are likely complex, but this current work suggests that there may be additional regulatory interactions on the protein level in MLL-AF4 leukemias.

Even in MLLr leukemias, however, some patient samples are resistant to venetoclax treatment alone [28] or they relapse after an initial response [18]. Acquisition of venetoclax resistance is often associated with increased MCL-1 and BCL-XL protein levels and activation of the AKT pathway [33]. We previously found that venetoclax synergizes with DOT1L inhibitors [18], and one explanation for this synergy could be that DOT1L inhibition affects both BCL-2 and MCL-1 protein levels (Fig. 3H). 

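With EPZ5676, BCL2 nascent RNA was 75.7% of its DMSO level by the limma fit (95% interval 64.4% to 89.1%) and MCL1 was likewise 75.7% (95% interval 62.3% to 92%). MCL1 had not passed the test, and protein levels were not analysed here. Among the 948 genes called lower with EPZ5676, 851 fell further than BCL2, or 89.8%. The median log2 fold change of those 948 genes was −0.56. Small falls rarely passed in this experiment: RUNX1, at −0.33, did not pass, and 946 of the 948 fell further than it. The rank of BCL2 therefore reflects the threshold as well as the size of its fall. With MLL-AF4 siRNA 796 of 1944 genes called lower, or 40.9%, fell further than BCL2.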

Considering that the changes in transcription of *MCL-1* and *BCL-2* are relatively moderate on treatment with DOT1L inhibitors, it is however surprising that there is such a strong effect on both MCL-1 and BCL-2 at the protein level (Fig. 3H).

Of all the BCL-2 family members, only *BCL-2* and *MCL-1* are directly activated by MLL-AF4; *BIM* appears to be partially repressed by MLL-AF4 through recruitment of CBX8. MLL-AF4 can increase ENL recruitment 17, 18, and ENL has been found to directly interact with CBX8 at gene targets 48, 57, so it is possible that MLL-AF4 recruits CBX8 to *BIM* via ENL. However, because ENL can inhibit CBX8-repressive activity [48], it is unclear if an MLL-AF4/ENL complex can recruit CBX8 to *BIM* and cause repression. Further work is necessary to explore the interesting possibility of whether MLL-AF4 can act as a repressor for a subset of gene targets. Nevertheless, this observation may not be functionally important in patients, as BIM protein levels are significantly higher in MLL-AF4 leukemias than in other ALL samples [18].

From our results, *BCL-2* appears to be the major target of MLL-AF4 regulation in the BCL-2 apoptotic pathway. 

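With MLL-AF4 siRNA, BCL2 had the lowest log2 fold change of the 17 tested members of the BCL-2 family, with nascent RNA at 77.6% of the control level (95% interval from limma 69.8% to 86.3%). MCL1 was at 85.0% (79.6% to 90.7%). BBC3, ranked between them, was at 81.2% (68.4% to 96.5%) and had not passed the test over all genes. With EPZ5676, BCL2 ranked 5 from the lowest of 16, behind BNIP3 at 56.3% (45.2% to 70.2%), which passed the test, and BCL2L12, BAK1 and MCL1, which did not. The intervals of BCL2 and MCL1 overlap in each experiment, and the difference between the 2 genes was not tested.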

Because of this, we further investigated MLL-AF4 regulation of *BCL-2* and identified a potential enhancer that contains two clusters of H3K27Ac. H3K27Ac is deposited by the acetyltransferase P300 and it is thought to stabilize binding of chromatin complexes to promoters and enhancers to promote gene activation [58]. In MLL-AF4 cells, P300 is bound to the *BCL-2* enhancer, and loss of MLL-AF4 results in loss of both H3K79me3 in the gene body and H3K27Ac at the enhancer. It has recently been observed that on treatment with DOT1L inhibitors, H3K79 methylation loss is followed by a loss of P300 binding at gene targets [59]. Along with our data here, this suggests a link between MLL-AF4 activity, H3K79Me2/3 in the gene body, and P300 activity at enhancers. Further investigation is necessary to understand the exact connections between these factors and enhancer activity. However, our data suggest that MLL-AF4 promotes both H3K79me3 and H3K27Ac to stimulate increased expression of *BCL-2*.

## Figures and Tables

**Figure 1:**
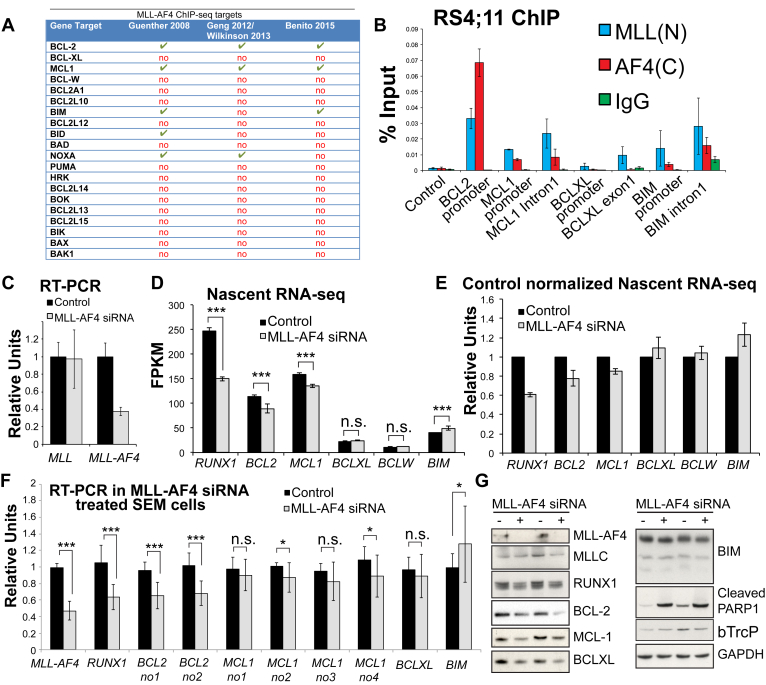
MLL-AF4 maintains *BCL-2* and *MCL-1* transcription and represses *BIM*. (**A**) A table summarizing ChIP-seq data on MLL-AF4 binding to different BCL-2 family target genes in three different data sets in SEM cells 18, 25 or RS4;11 cells 17, 26. (**B**) ChIP in RS4;11 cells using MLL(N), AF4(C), and control (IgG) antibodies confirms MLL-AF4 binding at *BCL-2*, *MCL-1*, and *BIM1*. (**C**) RT-PCR of MLL-AF4 siRNA-treated samples (three biological replicates) used for the nascent RNA-seq experiments. *Error bars* are SD. (**D**) Gene transcription as measured by nascent RNA-seq and presented as FPKM values in control-treated (*black bars)* and MLL-AF4 siRNA-treated (*gray bars*) SEM cells. Results are the average of three biological replicates, ***p (FDR) < 0.001. (**E**) The same data as in (**D**) normalized to the control samples to illustrate the extent of the gene transcription change. (**F**) RT-PCR in control-treated (*black bars*) and MLL-AF4 siRNA (*gray bars*)-treated SEM cells. Average of 13 biological replicates; error bars are SD. ***p < 0.001, *p < 0.05 using a Mann–Whitney *U* test. (**G**) Sample Western blots in two independent experiments in control-treated (−) and MLL-AF4 siRNA-treated (+) SEM cells using the antibodies indicated.

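Beyond the BCL-2 family, MLL-AF4 siRNA lowered nascent RNA of known MLL fusion targets and of many other genes in SEM cells. All 23 genes of a list of known MLL fusion targets fell (23 when adjusted over the list alone), with a median log2 fold change of −0.75. RUNX1, BCL2 and MCL1 are among them because the study draws its conclusion on them, so for these 3 the list is not independent evidence. PROM1, which encodes the surface protein CD133, fell from 185 ± 4.46 to 49.3 ± 2.36 RPKM (SD, n = 3), and CPEB2, an RNA-binding protein gene, from 30.9 ± 1.70 to 7.96 ± 0.871 RPKM. The homeobox genes HOXA7, HOXA10 and HOXA9 had log2 fold changes of −1.74, −1.52 and −1.05. Among genes with a mean of at least 5 RPKM and separate groups the largest decrease was that of ANXA2R, an annexin A2 receptor gene, from 120 ± 3.96 to 27.3 ± 1.77 RPKM. Among the largest increases were GPR183, which encodes a receptor that guides B cells (3.72 ± 0.612 to 13.7 ± 0.735 RPKM), and CTTN, the gene of the actin-binding protein cortactin (3.66 ± 0.472 to 12.8 ± 1.38 RPKM). Another was JMJD1C-AS1 (10.0 ± 0.743 to 36.8 ± 2.37 RPKM), an antisense gene inside JMJD1C. Its count, made with featureCounts at default parameters, does not separate the strands. Each of these genes had an adjusted p of 1.7e-05 or less from limma. The target list ranked below all other genes by camera (adjusted p = 2.3e-21, and adjusted p = 0.30 with an estimated correlation). Of 12081 genes tested, 1794 were higher and 1944 lower, of which 100 and 58 differed by more than 2-fold. With scaling by total recovered reads, over the same number of genes, 2429 of 3866 called were higher. With TPM 3450 of 4621 were higher, but there the filter of 1 was applied to the rescaled values and 12937 genes were tested, so that count does not reflect scaling alone. In 45.7% of genes the 3 values of one group lay wholly beyond those of the other, where chance gives 10%.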

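After MLL-AF4 siRNA 15 of 25 genes of cell cycle and DNA replication fell and none rose (16 lower when adjusted over the list alone), among them MKI67, a marker of cycling cells, from 90.8 ± 2.10 to 64.2 ± 1.31 RPKM (SD, n = 3), TOP2A, a topoisomerase gene, and AURKB, a mitotic kinase gene. Of 19 genes of the unfolded protein and amino acid stress response 12 fell and none rose (14 lower and 1 higher over the list alone), with PSAT1, an enzyme of serine synthesis, at a log2 fold change of −0.82 and XBP1, a transcription factor of the unfolded protein response, at −0.73. Of 21 genes of cholesterol synthesis 9 fell (10 lower and 1 higher over the list alone), LDLR, the receptor for low-density lipoprotein, from 105 ± 8.98 to 75.7 ± 5.71 RPKM. Immediate early genes went both ways, with 7 higher and 3 lower of 21 (10 and 3 over the list alone), and NR4A3, EGR1 and FOS rose by 1.57, 0.95 and 0.75 on the log2 scale. Of 20 genes of MYC and ribosome biogenesis 5 fell (5 over the list alone), NOP56, a nucleolar protein gene, at −0.31. By limma's camera the adjusted p of these 5 lists was 3.1e-06, 1.3e-05, 0.0039, 0.044 and 0.024 in that order. With an estimated correlation none of the 5 passed, at an adjusted p = 0.34, 0.34, 0.65, 0.75 and 0.65. The immediate early call was lost under 6 of 19 alternative settings, 3 of which leave out control siRNA replicate 1 or 3 or MLL-AF4 siRNA replicate 1 (medians 0.30, 0.17 and 0.18). The MYC call was lost under 5, among them the settings without control siRNA replicate 2 (median −0.04) and without MLL-AF4 siRNA replicate 3 (−0.06), and quantile normalization and TPM turned the median of that list to 0.03 and 0.02.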

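B-lineage genes moved in both directions after MLL-AF4 siRNA, with 7 higher and 3 lower of 15 tested (7 and 3 when adjusted over the list alone). CD79A, part of the B-cell receptor, rose from 50.1 ± 2.99 to 74.9 ± 9.13 RPKM (SD, n = 3), while IKZF1, the gene of the transcription factor Ikaros, fell from 47.6 ± 1.45 to 19.1 ± 1.43 RPKM and PAX5, the B-lineage transcription factor gene, from 285 ± 4.07 to 216 ± 5.04 RPKM. Of 17 interferon response genes 8 rose and 1 fell (8 and 2 over the list alone), with MX2, an antiviral GTPase gene, at a log2 fold change of 1.03 and XAF1 at −0.52. Of 20 p53 targets 7 rose and 4 fell (7 and 5 over the list alone), and CDKN1A, which encodes the cell cycle inhibitor p21, fell by 0.46. Of 12 MHC class II genes 4 rose and 3 fell (5 and 3 over the list alone), CIITA, their transactivator, at −0.36. Of 17 genes of the MLL, super elongation and DOT1L complexes 3 were higher and 3 lower (3 and 3 over the list alone), AFF1, the gene of AF4, at −0.40. The count of AFF1 does not separate wild-type from fusion transcripts. The remaining counts were those of MCL-1 turnover (2 higher and 1 lower of 10, or 2 and 3 over the list alone), acetyltransferases, deacetylases and readers (4 lower of 15, and 4), myeloid genes (1 higher and 2 lower of 6, and the same counts over the list alone) and cytosolic ribosomal proteins (4 lower of 36, and 0). None of these 9 lists differed from all other genes by camera in limma, with adjusted p from 0.082 to 0.91. No T-cell or erythroid gene of 15 reached the filter in this experiment or with EPZ5676. With quantile normalization the B-lineage list passed (adjusted p = 0.022 from limma, within a range of 0.022 to 0.38 over its alternatives) and the ribosomal protein list turned to a median of 0.08 (adjusted p = 0.014, within 0.014 to 0.97), which without MLL-AF4 siRNA replicate 2 was −0.08 (adjusted p = 0.030).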

**Figure 2:**
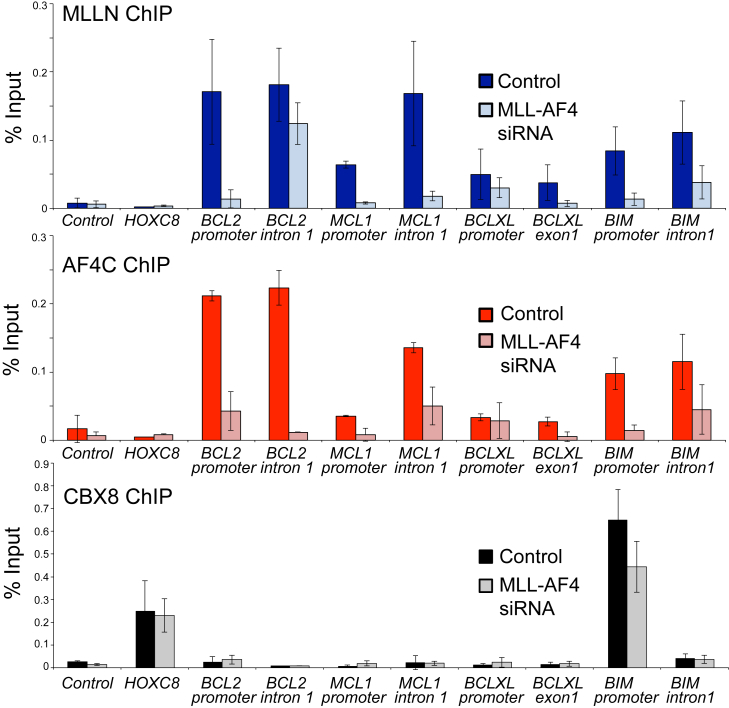
Loss of MLL-AF4 binding causes reduced binding of the PRC1 protein CBX8 to *BIM*. ChIP in MLL-AF4 siRNA (*light color*) or control-treated (*dark color*) SEM cells using MLL(N), AF4(C), and CBX8 antibodies at *BCL-2*, *MCL-1*, *BCL-XL*, and *BIM1*. *Bars* represent averages of three biological replicates (the same samples as those used to generate the nascent RNA-seq data in Fig. 1F) and error bars = SD.

**Figure 3:**
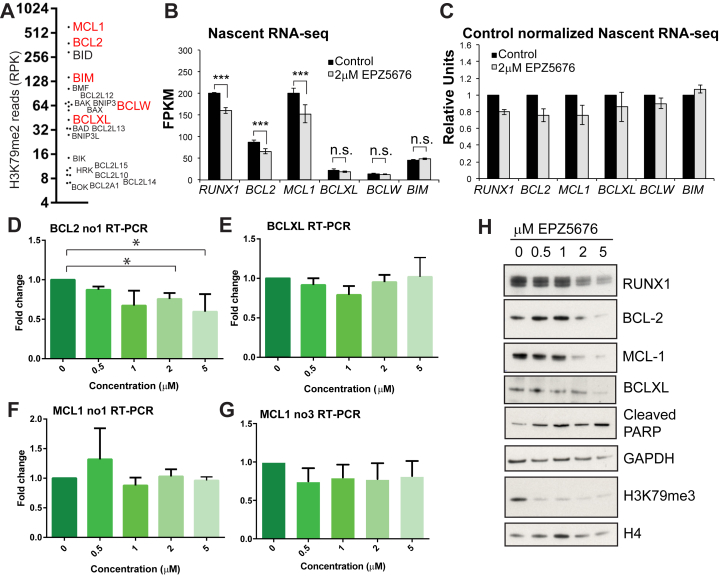
Treatment with the DOT1L inhibitor EPZ5676 and loss of H3K79me2/3 causes reduced *BCL-2* and *MCL-1* transcription, but has no effect on *BIM*. (**A**) BCL-2 family genes ranked by levels of H3K79me2 with *MCL-1*, *BCL-2*, *BID*, and *BIM* displaying the top four highest levels of H3K79me2. Read count represents number of H3K79me2 reads over the entire gene, normalized to the length of the gene (RPK). (**B**) Gene transcription as measured by nascent RNA-seq and presented as FPKM values in control-treated (*black bars*) versus 2μM EPZ5676-treated (*gray bars*) SEM cells. Results are averages of three biological replicates. ***p (FDR) < 0.001. (**C**) The same data as in (**B**) normalized to the control samples to illustrate the extent of the gene transcription change. (**D–G**) RT-PCR of *MCL-1*, *BCL-2*, and *BCL-XL* in SEM cells treated with different dosages of the DOT1L inhibitor EPZ5676. Average of six independent experiments except (**G**), which was three independent experiments. *p < 0.05 using the Mann–Whitney *U* test. (**H**) Sample Western blots of one set of samples from (**B**) for the proteins/marks indicated. GAPDH and H4 are shown as loading controls.

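With EPZ5676, 13 of the 23 known MLL fusion targets fell, 2 rose and 8 did not pass the test (17 lower and 2 higher when adjusted over the list alone), with a median log2 fold change of −0.42. PROM1 fell from 180 ± 5.27 to 28.8 ± 3.58 RPKM (SD, n = 3), CDK6, a cell cycle kinase gene, from 124 ± 9.78 to 52.1 ± 1.00 RPKM, and BCL11A, a transcription factor gene, from 62.6 ± 2.38 to 25.2 ± 1.53 RPKM, while the transcription factor genes LMO2 and ZEB2 rose by 0.43 and 0.46 on the log2 scale. Of 12 MHC class II genes 5 rose and none fell (10 higher over the list alone), with HLA-DMA from 3.89 ± 0.130 to 7.95 ± 0.0981 RPKM. TMEM119 rose from 0.598 ± 0.275 to 15.6 ± 3.31 RPKM, CD180, a Toll-like receptor homolog of B cells, from 0.801 ± 0.176 to 11.8 ± 0.571 RPKM, and CCNA1, a cyclin gene, from 4.61 ± 0.936 to 24.2 ± 2.17 RPKM. PRSS12, a serine protease gene, fell from 136 ± 7.01 to 46.6 ± 6.04 RPKM and the transcription factor gene ERG from 46.7 ± 4.27 to 17.5 ± 1.62 RPKM. By limma's camera the targets ranked below other genes (adjusted p = 1.4e-08, and adjusted p = 0.14 with an estimated correlation) and MHC class II above them (adjusted p = 1.3e-05, and adjusted p = 0.33 with an estimated correlation). Of 12197 genes tested 923 were higher and 948 lower, with 344 and 46 beyond 2-fold, and in 36.7% the groups did not overlap. The filter takes the mean over all 6 libraries, so genes near 0 in DMSO, such as TMEM119, enter through EPZ5676. Of all listed genes, 46 to 62 had no reads in a DMSO library and 2 to 4 in an EPZ5676 library. The counts beyond 2-fold were not repeated at a higher filter. The total of 1871 fell to 743, 814, 811 and 840 without DMSO replicates 1 and 2 and EPZ5676 replicates 1 and 2 in turn, and rose to 2345 without DMSO replicate 3 and 2307 without EPZ5676 replicate 3. The share of higher genes among them moved too, with 1977 of 2373 for TPM (13183 genes tested, as the filter was applied to rescaled values), 1127 of 1700 for scaling by total reads, 458 of 1258 at a filter of 5 RPKM, and from 44.3% without EPZ5676 replicate 3 to 69.6% without DMSO replicate 1. Fold changes in this experiment also rose with gene length above 300 nt. Length here is the one that entered the RPKM values (median 2967 nt over the tested genes), not the span on the chromosome. The median log2 fold change was −0.24 for genes of 300 to 1000 nt and 0.14 for genes over 7000 nt. Genes of up to 300 nt had a median of −0.16. With MLL-AF4 siRNA these 3 medians were −0.044, 0.0055 and −0.12 in the same order. Fold changes with EPZ5676 also fell with mean expression level, at a Spearman rho of −0.39 against 0.24 for length.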

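With EPZ5676 all 36 genes of cytosolic ribosomal proteins had lower values and 8 passed the test (23 when adjusted over the list alone), with a median log2 fold change of −0.40 for the list and RPS2 going from 242 ± 39.2 to 159 ± 22.2 RPKM (SD, n = 3). These genes are short, and with the length trend of each library removed their median was −0.31 and 9 passed, while lists of other genes matched to them on both length and level had a median of −0.37. Of 20 genes of MYC and ribosome biogenesis 8 fell and none rose (11 lower over the list alone), PES1, a ribosome assembly factor, from 66.4 ± 9.25 to 42.2 ± 4.60 RPKM and MYC itself from 407 ± 41.2 to 236 ± 51.3 RPKM. Of 17 B-lineage genes 6 rose and 1 fell (7 and 2 over the list alone), IL7R, the interleukin-7 receptor, from 68.2 ± 9.42 to 129 ± 14.1 RPKM and BLNK, a B-cell adaptor, from 1.44 ± 0.562 to 7.46 ± 0.626 RPKM. By camera in limma the adjusted p of the 3 lists was 8.0e-09, 1.3e-05 and 0.036. None passed with an estimated correlation, at an adjusted p = 0.71, 0.69 and 0.71. With quantile normalization the first 2 lists lost their calls (medians −0.10 and −0.21), and the B-lineage call was lost under 7 of 19 alternative settings, with a median of −0.05 over genes of at least 5 RPKM. Among the genes named, RPS2 lost its call under 5 and MYC under 2 of 19. With TPM the median log2 fold change of all genes it keeps was 0.17, against −0.0075 for the values as deposited.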

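With EPZ5676, 5 of 19 p53 targets rose and 2 fell (5 and 3 when adjusted over the list alone), BTG2, an antiproliferative gene, from 50.8 ± 4.03 to 99.7 ± 6.48 RPKM (SD, n = 3). Immediate early genes divided into 3 higher and 5 lower of 21 (4 and 6 over the list alone), with DUSP2, a phosphatase gene, at −1.08 on the log2 scale. Of 19 genes of the unfolded protein and amino acid stress response 3 fell and 1 rose (3 and 2 over the list alone), XBP1 from 207 ± 16.7 to 127 ± 9.67 RPKM. In 25 genes of cell cycle and DNA replication 3 fell and 1 rose (3 and 1 over the list alone), and in 21 of cholesterol synthesis 1 fell, EBP (1 over the list alone). Of 20 polycomb genes 4 fell (4 over the list alone), CBX6, BMI1, PHC2 and PCGF1, whose calls were lost under 7 of 19, 9 of 18, 11 of 19 and 2 of 19 alternative settings. In 17 genes of the MLL, super elongation and DOT1L complexes ELL2 and EAF2 rose and AFF1 fell (2 and 1 over the list alone), and DOT1L itself had 42.3 ± 4.99 and 33.5 ± 3.10 RPKM (adjusted p = 0.082 from limma). KAT7 and HDAC1 fell among 15 acetyltransferases, deacetylases and readers (5 lower and 1 higher over the list alone), calls lost under 10 and 12 of 19 alternative settings with adjusted p up to 0.31 and 0.26 from limma, and SPI1 and CD33 rose and CEBPB fell among 7 myeloid genes (2 and 1 over the list alone). Calls were also lost for CD33 (7 of 19 settings), EBP (5 of 19), ELL2 (5 of 18) and EAF2 (4 of 19). None of 18 interferon response genes and none of 10 genes of MCL-1 turnover passed the test in limma (0 over the list alone in both, with 3 and 0 at an unadjusted p under 0.05). By camera none of these 11 lists differed from all other genes, with adjusted p from 0.12 to 0.97. The myeloid and cell cycle lists passed without DMSO replicate 2, both at adjusted p = 0.013 from limma (medians 0.38 and −0.24), within ranges of 0.013 to 0.38 and 0.013 to 0.65 over their alternatives, and the acetyltransferase list passed under 1 alternative (range 0.019 to 0.65).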

**Figure 4:**
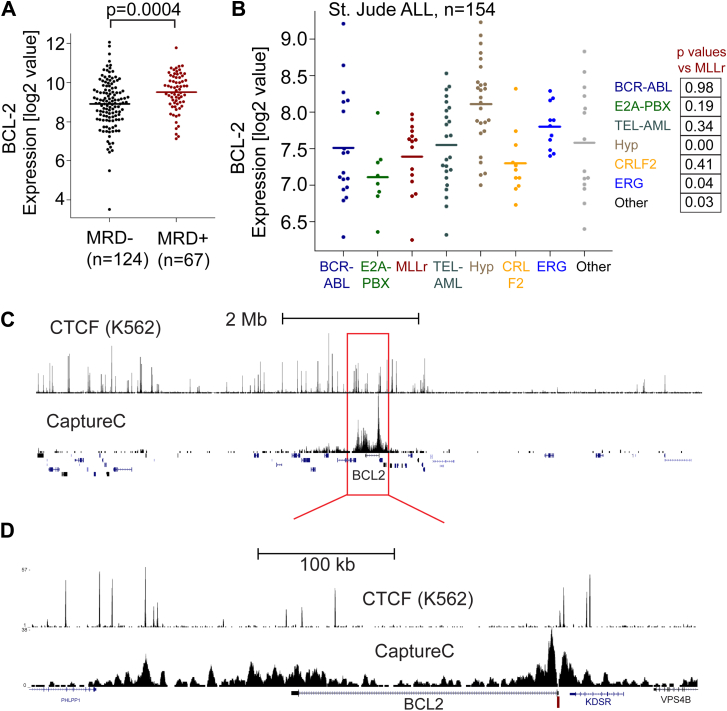
*BCL-2* is highly expressed in many ALL patient samples, and Capture-C identifies an enhancer cluster at the 3′ end of the *BCL-2* gene. (**A**) COG P9906 B-ALL patients (*n* = 207). Average expression of *BCL-2* is higher in MRD+ than MRD–patients. Each point represents an individual patient. (**B**) A St. Jude ALL data set [37] was assessed for *BCL-2* gene expression. Details of the data set are given under Methods. (**C**) CTCF ChIP-seq (top track, from K562 cells, encode track) compared with Capture-C (bottom track) using a capture probe designed to the BCL-2 promoter (*dark red bar*). The tracks indicate the region about 4 Mb on either side of *BCL-2*. (**D**) Blowup of *red box* region from (**C**), revealing that there is a major interaction cluster at the 3′ end of the *BCL-2* gene associated with several CTCF ChIP-seq peaks.

**Figure 5:**
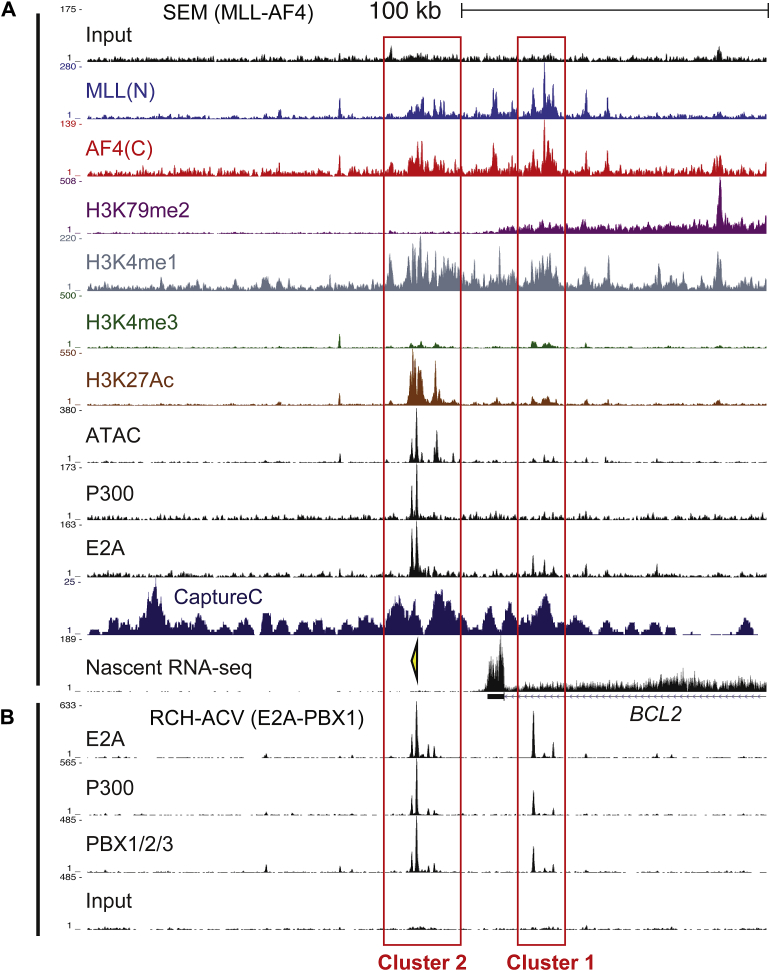
There are two main clusters of the *BCL-2* enhancer marked by H3K27Ac and bound by P300 in MLL-AF4 and E2A-PBX1 cells. (**A**) ChIP-seq data as indicated in SEM cells. *Red boxes* highlight the two enhancer ATAC/H3K27Ac clusters. The *yellow arrowhead* indicates a PCR primer set used for ChIP Q-PCR *BCL-2* enhancer experiments in Figure 6. (**B**) ChIP-seq in RCH-ACV (E2A-PBX1) cells reveals binding of E2A-PBX1 and P300 at the two enhancer clusters.

**Figure 6:**
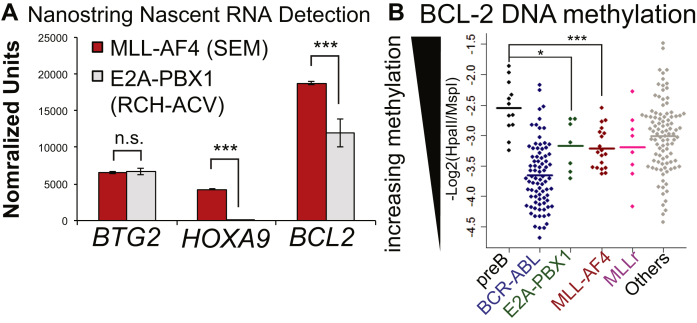

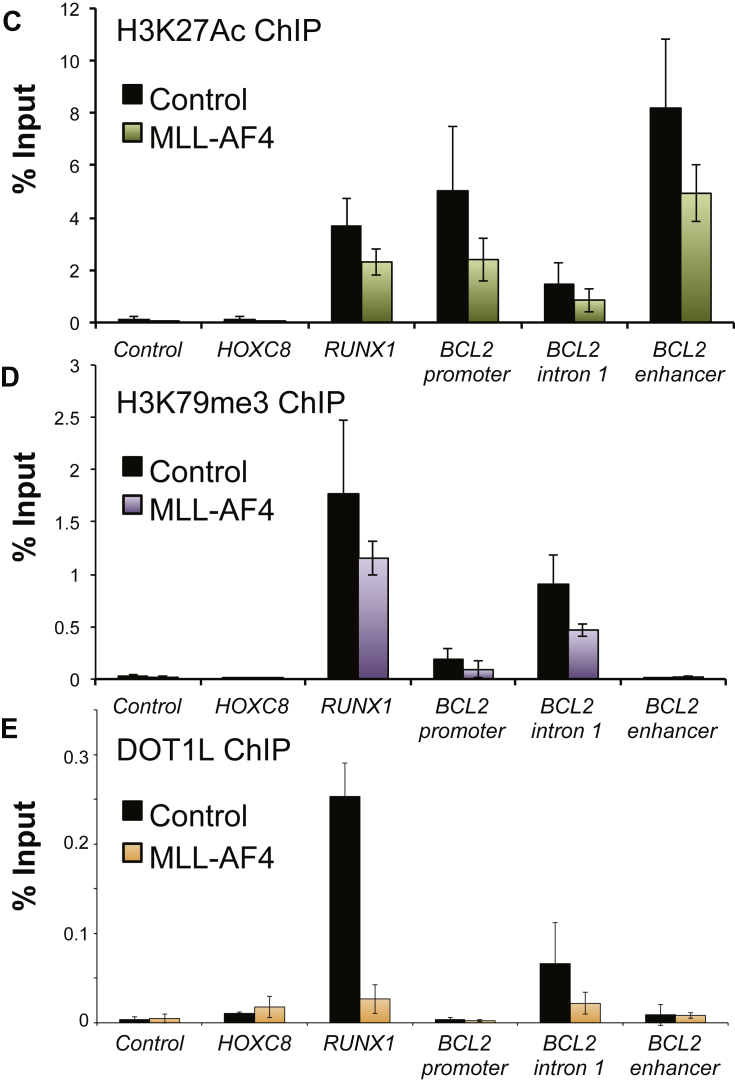
MLL-AF4 controls both H3K27Ac and H3K79me3. (**A**) Nascent RNA purified from SEM (MLL-AF4, *red bars*) and RCH-ACV (E2A-PBX1, *gray bars*) and quantified on a NanoString probe array. Average of two replicates. *BTG2* is a gene target transcribed at equal levels in both samples and is presented as a sample control. *HOXA9* (a canonical MLL-AF4 target gene) and *BCL-2* both display reduced transcription in the E2A-PBX1 sample. ***p < 0.001, NanoStriDE sequencing normalized. (**B**) BCL2 methylation data from the ECOG E2993 ALL trial (*n* = 215) revealing reduced DNA methylation at *BCL-2* in E2A-PBX1 (*green*) and MLL-AF4 (*red*) patients. Each point represents one patient or normal sample; the bar is the average value. ***p < 0.001, *p < 0.05. (**C–E**) ChIP in MLL-AF4 siRNA treated SEM cells (*colored*) compared with control (*black*) using antibodies to H3K27Ac, H3K79me3, or DOT1L. Bars represent the averages of three independent experiments; *error bars* are SD.

How the deposited data were processed for this re-analysis (not part of the article)

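Nascent RNA of SEM cells was measured in 12 libraries, 3 each for control siRNA, MLL-AF4 siRNA, DMSO and EPZ5676, and contacts of the BCL-2 promoter in 1 Capture-C library. The authors made the RPKM values, as deposited in 1 table for the siRNA libraries and 1 for the EPZ5676 and DMSO libraries, with edgeR from reads aligned with STAR to hg18, with PCR duplicates discarded and featureCounts at its default parameters. Whether normalization factors entered the RPKM values is not stated. The depths implied by the RPKM values were set against the recovered reads, relative to the first control library of each table. This factor was 1.00 to 1.01 in control siRNA and DMSO libraries, 1.035 to 1.039 with MLL-AF4 siRNA and 1.044 to 1.056 with EPZ5676. The values thus carry a factor that differs between conditions, and its source was not determined. The count values of Capture-C are, as deposited by the authors, whole reads per DpnII fragment of chromosome 18 from their in-house pipeline. ChIP-seq samples of the series without a processed table were not analysed here.

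The tables were analysed in R 4.3.3 with limma 3.58.1, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with a mean of at least 1 RPKM over the 6 libraries of a comparison were kept, a pseudocount of 0.1 RPKM was added before log2, and limma was fitted with a mean-variance trend, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 22 gene lists were tested with camera in limma, with its preset correlation of 0.01 and, beside it, an estimated correlation. Lists with fewer than 3 tested genes were given as counts. The difference between the treatments was tested in limma over all 12 libraries as the contrast of the log2 fold changes within each table. That fit used 1 variance per gene, though the median residual SD was 0.083 for the siRNA libraries and 0.167 for the EPZ5676 and DMSO libraries. It was not repeated under the alternative settings. Calls shared by the treatments were compared with the number for independent calls and Fisher's exact test. Capture-C windows were 10 kb wide, with the 10 kb next to the captured fragment left out.

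The tests, thresholds, gene lists and most alternative settings were chosen before the data were examined. So was the rule for naming genes: those in Figs. 1 and 3 of the paper, the 12 largest increases and 12 largest decreases in each comparison among genes past the threshold with a mean of at least 5 RPKM and separate groups, the 10 largest changes shared by both treatments, and up to 4 genes of each list by adjusted p. Other genes named in the text to spell out a short count or a list were chosen after their values were seen. The alternatives were the pseudocount, the filter, quantile normalization, median centring, TPM, no variance trend, the replicate number as a block, stricter thresholds and leaving out each library in turn. Chosen after the values were seen were limma voom on recovered reads, scaling by total recovered reads, genes of at least 300 nt only, removal of a length trend and thinning of reads.

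Whole reads and gene lengths were recovered from the RPKM values. The lengths are those that entered RPKM, and spans on the chromosome were not measured. As a check, the recovered length agreed within 0.1% between the tables for 12630 of 13072 shared genes (96.6%). For the others the lengths differed by a whole factor, and the reads of 207 genes in the siRNA table and 235 in the EPZ5676 table were multiplied by it. The median depth was 15371741 reads for control siRNA and 7477479 for DMSO. In data simulated at the depth of each experiment, every gene was given the same typical spread, and 50 genes were changed at each fold. There limma called 66% of genes changed 1.25-fold and 98% of genes changed 2-fold in the siRNA design, and 6% and 96% in the EPZ5676 design. Far fewer genes changed there than were called in the real data, so these shares do not give the sensitivity of the real tests.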

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

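The tests of JMJD1C-AS1 and of length as the whole cause for ribosomal protein genes were tests chosen only after the result was seen, and limma voom, removal of the length trend and thinning of reads were added after the tables had been opened.

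With EPZ5676, short genes were lower and long genes higher than in DMSO, by the length that entered RPKM and not the span on the chromosome. The slopes of log2 RPKM on log2 length were −0.048, −0.018 and 0.00022 in the DMSO libraries and 0.021, 0.040 and 0.0045 in the EPZ5676 libraries, a difference of group means of 1.79 times the larger SD, so variation between libraries stays open as a candidate explanation. Fold changes followed mean expression level more closely than length, at a Spearman rho of −0.39 against 0.24. A trend with level alone is argued against as the source of the length trend, since 70.2% of the length slope was kept with level in the same regression. Length as the whole source of the calls is argued against too, since 1712 of 1871 genes were called again by limma with the length trend removed. How far the level trend accounts for the calls was not tested. For the ribosomal protein genes (median −0.40) length as the whole cause is not decided. With the trend removed their median was −0.31 (SD of members 0.11). The list still passed camera at the preset correlation (limma, adjusted p = 4.8e-07, adjusted p from 1.2e-11 to 0.082 over the alternatives). With an estimated correlation it did not pass camera (adjusted p = 0.50). Its members moved together (estimated correlation 0.74), so their SD does not measure the spread between libraries. Length together with level stays open. The 10000 lists matched on both had a median of −0.37 (middle 95% from −0.42 to −0.31, with the list at percentile 8.38). An effect of DOT1L inhibition on genes that are long by the RPKM length also stays open, untested.

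With MLL-AF4 siRNA, JMJD1C-AS1 rose (log2 fold change 1.87, standard error 0.071) while JMJD1C, the gene it lies inside, fell from 165 to 118 RPKM. Whether reads of JMJD1C were counted at the antisense gene is not decided by this rise, since the rise is the pattern that prompted the test. Too few reads are argued against by limma voom on recovered reads (adjusted p = 7.2e-09). Counts made with featureCounts at its default parameters do not separate the strands, so the rise cannot be assigned to antisense RNA. Reads of JMJD1C or of another transcript in the same place stay open, as does a response to loss of MLL-AF4. With EPZ5676 JMJD1C-AS1 rose from 9.32 to 17.7 RPKM.

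More genes were called by limma with MLL-AF4 siRNA (3738) than with EPZ5676 (1871). With the siRNA reads thinned to the depths of the other table the median over 10 draws was 2648.5 genes (2592 to 2705), so depth may account for part of the gap. At that depth the spread between siRNA libraries was 0.607 of that between EPZ5676 and DMSO libraries, which may account for more. The larger count does not mean larger changes. Over genes tested in both, the median absolute log2 fold change was 0.134 with the siRNA and 0.225 with EPZ5676, values that include the spread between libraries. A biological difference between the treatments stays open. In each comparison the 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05, with 3738 and 1871 genes for the real splits (1 of the 10 in each) and 0 for the highest of the others by limma.

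Genes that the paper does not discuss changed with MLL-AF4 siRNA: GPR183 by 1.86, ANXA2R by −2.13 and PI16 by −1.95 on the log2 scale. With EPZ5676 they were TMEM119 (4.57), PRSS12 (−1.55), PKDCC (−1.53) and MIR5092 (5.91), the last on 0 to 14 reads per library. With controls near 0, the value of TMEM119 ran from 3.38 to 4.88 and that of MIR5092 from 3.57 to 8.14 over the alternatives, with a pseudocount of 1 RPKM giving the lowest of each. Lists outside the paper's scope passed camera with MLL-AF4 siRNA at medians of −0.23 for cell cycle and DNA replication, −0.17 for cholesterol synthesis, −0.07 for MYC and ribosome biogenesis, −0.34 for the unfolded protein and amino acid stress response and 0.28 for immediate early genes. With EPZ5676 they were B-lineage genes (0.15), MYC and ribosome biogenesis (−0.34), MHC class II (0.51) and the ribosomal proteins weighed above. With an estimated correlation none of these lists passed camera in limma in either experiment (adjusted p = 0.33 or more).

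The log2 fold changes with the siRNA and with the inhibitor differed by limma for BCL2L13 (0.42), BID (0.51), BMF (−0.74), BNIP3 (1.12), BTG2 (−0.63) and RUNX1 (−0.39), each given as siRNA minus EPZ5676. In Capture-C, the most-read 10 kb window beyond 100 kb, with 3.16% of reads, lay past the stretch at the 3′ end of BCL2, at 300 kb. With windows of 5 or 20 kb, or with fragments counted once each, the first window lay at 175, 200 and 170 kb instead.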

How the results depend on the processing

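The tests with limma voom, scaling by total reads, genes of at least 300 nt, length removal and thinned reads were tests chosen only after the tables had been opened. Over all alternatives BCL2, RUNX1, BCL2L11 and BCL2L2 with MLL-AF4 siRNA and BCL2L1 with EPZ5676 kept their direction and their side of the threshold. BCL2L2 and BCL2L11 with EPZ5676 passed under none of them, with values on the other side of 0 for BCL2L2 with TPM (0.0069) and for BCL2L11 with the length trend removed (−0.031), and RUNX1 with EPZ5676 was at 0.0036 with quantile normalization. At an adjusted p under 0.001 limma called 758 genes with the siRNA and 187 with EPZ5676, and at 0.01 both treatments shared 251. With quantile normalization MCL1 with the siRNA was at −0.068 and BCL2 with EPZ5676 at −0.22, and 3 siRNA results turned sign: MYC (0.14), the list of MYC and ribosome biogenesis (0.026) and that of ribosomal proteins (0.083). With TPM BCL2L1 with the siRNA passed at 0.22 and BCL2 with EPZ5676 did not (−0.24). BCL2 with EPZ5676 also missed the threshold without a variance trend (−0.40), with a replicate block (−0.40) and scaled by total reads (−0.34). MCL1 and RUNX1 with EPZ5676 passed with limma voom (−0.40 and −0.33), over genes of at least 300 nt (−0.40 and −0.33), where fewer genes were tested, and with the length trend removed (−0.47 and −0.49). Leaving out each library in turn gave −0.47 to −0.35 for BCL2 and −0.50 to −0.29 for MCL1 with EPZ5676. BCL2 missed the threshold without DMSO replicate 1 (−0.43) or 2 (−0.36) and without EPZ5676 replicate 1 (−0.38) or 2 (−0.35), while MCL1 passed without EPZ5676 replicate 3 (−0.50). With a library left out the EPZ5676 count ran from 743 to 2345: 743 without DMSO replicate 1, 814 without DMSO replicate 2, 811 without EPZ5676 replicate 1 and 840 without EPZ5676 replicate 2, where a group has fewer samples, but 2345 without DMSO replicate 3 and 2307 without EPZ5676 replicate 3. For the other settings the cause was not tested. The Capture-C share at 170 to 230 kb was 19.4% of reads within 1 Mb, where fewer reads are counted, and 9.15% with fragments counted once each. Over all named genes and alternatives, 1958 siRNA values stayed on their side of the threshold, 89 missed the threshold, 13 newly passed and 1 value past the threshold turned sign, and with EPZ5676 the first 3 numbers were 1808, 199 and 48, values that crossed 0 without passing included. In data simulated at the depth of each experiment, with the same spread for every gene, limma called 66% of the smallest changes in the siRNA design and 6% in the EPZ5676 design. That does not separate depth from spread, and far fewer genes changed there than were called in the real data.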

Differences from the paper's values

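Limma voom, removal of the length trend and genes of at least 300 nt were tests chosen only after the values were seen. All 24 means read by eye from Figs. 1D and 3B lay within a ratio of 1.08 of those computed here. The authors' edgeR test on counts was not rerun, since the values used are RPKM, and limma voom on recovered reads stands in for a test on counts.

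The paper marks BCL-2, MCL-1 and BIM in Fig. 1D at a stricter level than limma gave for them here with MLL-AF4 siRNA (adjusted p = 0.0038, 0.0031 and 0.0095), while RUNX1 reached it. Settings that reached that level were limma voom, chosen after seeing the values, for BCL2 and MCL1 (adjusted p = 0.00033 and 0.00049), and for BCL2 also the setting without MLL-AF4 siRNA replicate 3, chosen before the data were examined (adjusted p = 0.00025). The ranges over the alternatives were 0.00025 to 0.026 for BCL2, 0.00049 to 0.19 for MCL1 and 0.0020 to 0.036 for BCL2L11, which reached it under none.

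In Fig. 3B the paper marks RUNX1, BCL-2 and MCL-1 with EPZ5676 at the same level. By limma BCL2 passed 0.05 (adjusted p = 0.031, range 0.0079 to 0.17), and MCL1 (0.056, range 0.011 to 0.45) and RUNX1 (0.057, range 0.0094 to 0.99) did not, though all 3 were lower with EPZ5676. MCL1 passed 0.05 without EPZ5676 replicate 3 (adjusted p = 0.027), chosen before the data were examined. Both MCL1 and RUNX1 passed it with limma voom (0.011 and 0.011), over genes of at least 300 nt (0.040 and 0.048) and with the length trend removed (0.030 and 0.0094), all chosen after seeing the values, under which BCL2 passed too. No setting brought any of the 3 to the level marked in the figure.

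The paper reports no reduction of BCL-XL transcription with MLL-AF4 siRNA, and BCL2L1 was not lower here under any setting. With TPM it was higher (log2 fold change 0.22, adjusted p = 0.030 from limma, range 0.030 to 0.46).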

Other observations

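The counts of histone genes below came from tests chosen only after the result was seen.

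Of 7 tested genes flanking BCL2, 1 rose and 2 fell with MLL-AF4 siRNA (1 and 2 over the list alone), and 1 fell with EPZ5676 (1 over the list alone). ZCCHC2 fell from 40.9 ± 0.727 to 21.4 ± 0.929 RPKM (SD, n = 3) with the siRNA and from 36.3 ± 2.26 to 25.1 ± 0.180 RPKM with EPZ5676 (adjusted p = 6.9e-06 and 0.0072 from limma). With the siRNA PHLPP1, a phosphatase gene, fell by 0.45 on the log2 scale and PIGN rose from 5.57 ± 0.487 to 7.02 ± 0.349 RPKM. The list did not differ from other genes by camera in limma (adjusted p = 0.41 and 0.63).

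Of 57 histone genes tested, 54 were lower and 0 higher by limma with MLL-AF4 siRNA (median log2 fold change −0.46), and 3 were lower with EPZ5676 (median −0.40). No set test was run on these genes, and the trend with gene length was not removed from their medians.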
